A study of Mus musculus with 2 samples. Its data were reported in "SOX11 and SOX4 drive the reactivation of an embryonic gene program during murine wound repair" (2019).

How the data were processed

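The data are 2-colour microarrays, glass slides that carry a large number of short DNA probes to which fluorescently labelled RNA binds. Each of the 2 arrays compared the epidermis of 1 pup carrying K14-rtTA and TRE-Sox11-FLAG with that of 1 littermate carrying K14-rtTA alone. K14-rtTA is a transgene that makes a doxycycline-dependent activator in keratin 14 positive cells, and TRE-Sox11-FLAG is a second transgene that this activator switches on, giving SOX11 protein with a FLAG tag. Doxycycline (Dox) was given to both pups of a pair for 12 h, and the age in the labels was postnatal day 4.5. Per the labels, RNA of the control was labelled with Cy3 (green) and RNA of the SOX11-induced pup with Cy5 (red) on both arrays. The log2 ratio of Cy5 over Cy3 is therefore positive where a transcript was brighter in SOX11-induced epidermis. The dyes had the same orientation on both arrays, so an effect of the dye on a single probe and an effect of the genotype cannot be told apart within that probe. The methods of the study describe a colour swap, which the labels of these arrays do not show.

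The scanner files hold, per the file headers, the output of Agilent Feature Extraction 10.7.3.1 for a scan on a G2505C scanner, with probe positions on the mouse genome build mm9. The intensity values that the authors deposited in these files are the brightness of each spot and of its local background in each channel, in scanner units and without normalization. Processed signals in the same files are, per the file headers, intensity values from which the software subtracted background and trends and which it normalized between dyes. The deposited log10 ratio column of these files is the log10 of Cy5 over Cy3 of the processed signals, and it was not used in any comparison. The series table holds the authors' log2 ratios of both arrays. That table was rebuilt from the scanner files with median spot brightness, normexp with an offset of 16 and loess, with a correlation of 1 on both arrays and largest differences of 5.5e-05 and 0.00046 over 55819 probes. The methods also describe a ComBat step for the dyes, which this match did not need.

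The main values were computed in R 4.3.3 with limma 3.58.1. Mean spot brightness and median background of each channel were corrected by normexp, a model that separates signal from background without giving negative values, with an offset of 16. Loess, a smooth curve through the log2 ratios against brightness, was then used to centre each array. Control spots were left out after this step, as were spots with a non-uniformity or population outlier flag (194 on array 1 and 186 on array 2). Spots of one probe were averaged, and 55676 probes measured on both arrays were tested. These carried 34820 different names. A linear model with an intercept alone was fitted to the 2 log2 ratios of each probe, with moderated variances (eBayes) and Benjamini-Hochberg adjustment over all probes, and every adjusted p-value given for a probe comes from this limma fit. Within an array the littermates form a pair, so the fit is on paired differences. A probe was called changed at an adjusted p under 0.05 with a mean log2 ratio past 1.5 in either direction, the threshold worded in the methods. The error of a mean is given as the SD of the 2 arrays. The moderated variances drew on a prior with 8.14 degrees of freedom and a prior SD of 0.223. An exact sign-flip test of 2 arrays cannot give a p under 0.5, so that calls rest on this prior.

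Names are those in the array files, which can be old. A table of RefSeq genes for the assembly GRCm38.p6 gave a current symbol for 31458 of the 55676 probes (56.5%), 27504 of them by accession. Coordinates are given on mm9 as the array files list them, and none were taken from that table. A gene was counted as changed when at least 1 of its probes was called. Where 1 probe per gene was needed, the brightest over both arrays and channels was taken. A probe counted as above background when the scanner software marked at least 0.5 of its spots as well above background in that channel. Where the control channel of a probe was not well above background on either array, the tables hold a lower bound of the change, which the text does not use, from per-channel values after loess and Aquantile scaling, with the control taken on each array as the higher of the probe's own signal and the lowest signal among probes well above background. Where the probe's own signal was the higher on both arrays, the bound equals the fitted change. Such bounds are open to dye bias, since no dyes were swapped.

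Before the data were examined, the test, the threshold, the gene lists, the rule for naming genes and the alternatives of the processing were fixed, except where later choices are named. The naming rule took the SOXC genes (Sox11, Sox4 and Sox12), the differentiation, embryonic and directly regulated genes of the lists (in full those that the study discusses for SOX11 induction), and the 10 genes with the largest rise and the 10 with the largest fall among genes whose chosen probe was called, moved the same way on both arrays and lay above background in at least 1 channel on both. Genes outside this rule that appear in the text, which are Itga6, the basal genes Col17a1 and Itgb1, the hair keratins and the keratin-associated genes, the RNAs beside Sox4 and the transcripts of chromosomes 1 and 16, were chosen after their values were seen. The sex-linked genes were listed in advance as a check of the samples. The follicle genes that are not keratins were listed because of the hair pattern but before their own values were seen, and those named were picked from them afterwards. The 13 gene lists cover the cornified envelope, genes the study lists as directly regulated (up and down), differentiation, embryonic markers, basal keratinocytes, neurons, dermal fibroblasts, melanocytes, immune cells, early response, cell cycle and SOXC. Lists of at least 5 measured genes were tested with camera, a limma test that asks whether the genes of a list rank higher or lower than all other genes, two-sided, with a preset correlation between genes of 0.01, and p-values were adjusted over the 11 lists tested.

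Alternatives covered the background offset (50), no background correction, processed signals, median centring, Aquantile scaling, the series table, a filter on dim probes, outlier flags kept, a trended and robust prior, a linear threshold of 1.5-fold, treat (a limma test against a minimum change), a separate-channel fit with an intraspot correlation of 0.273, 1 probe per gene, and each array alone. Other list tests were fry and camera with a correlation estimated from the data. Alternatives added after seeing the data were scaling to the spike-ins, removal of a trend on probe base composition, median spot brightness with outlier flags kept, reference symbols in place of array names, the series table with the linear threshold, and processed signals over probes above background. The spike-in scaling was restricted to probes above background after its result over all probes had been seen. The genome was scanned for runs of risen probes in windows of 500000 bases in steps of 100000, per strand, with at least 10 probes each. After the result was seen, the scan was repeated without the probes that had drawn attention to the top stretch, against 1000 random placements of names over the genome. The values of a name were kept together and exchanged with those of another name with as many probes.

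The arrays carried 62976 spots, of which 59305 were not controls. Between 37.5% and 42.6% of these were well above background in a channel, and no non-control spot was saturated. Both arrays came from 1 slide and 1 scan, so neither could be tested as a batch. Precision is limited by the number of arrays. The pipeline was tested on simulated arrays with the spread and brightness of the real ones (2 arrays, 55676 probes). It recovered 200 of 200 probes changed by a log2 ratio of 2, with 1 false call and a slope of estimated on true change of 0.979. For the list test, a list shifted by 0.5 was found and 0 of 100 unchanged lists were called, and for the scan a planted run of probes came out on top. Simulated noise was independent for each probe and array, with variances from the fitted prior. The 200 changed probes were drawn from those above background, and the unchanged lists at random. The simulation therefore does not cover a dye bias shared by both arrays, or genes of a list that move together. The study's embryonic signature was not used here, and neither was the sequence of Sox11. Plots were drawn with matplotlib 3.10.9.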

Results

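The arrays set RNA from mouse epidermis with 12 h of SOX11 induction against RNA from the epidermis of littermates without the Sox11 transgene at postnatal day 4.5, an age at which the labels describe the endogenous gene as not detectable. SOX11 belongs to the SOXC group of DNA-binding proteins together with SOX4 and SOX12. There was 1 comparison with 2 littermate pairs, each measured on its own 2-colour array, and the term pair is used for an array below. On array 1, 22235 of 59305 non-control spots (37.5%) were well above background in the control channel and 24107 (40.6%) in the SOX11 channel. The corresponding numbers on array 2 were 22954 (38.7%) and 25288 (42.6%). Of the 55676 probes tested, 21782 were above background in at least 1 channel on both arrays, while 31589 were not above background in either channel on either array.

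The log2 ratios of the pairs had a Pearson correlation of 0.529 and a Spearman correlation of 0.445 across all probes, and 65.2% of probes had the same sign in both. These are correlations across probes, which are not independent replicates, and no test was made. Among the 21782 probes above background the Pearson correlation was 0.685, and 74.1% had the same sign. Among the 31589 probes that were below background it was 0.272. Besides the filter on dim probes, this correlation was recomputed with an offset of 50 and with processed signals. Of the latter, the offset moved the correlation across all probes further, to 0.62. The median SD of a probe over the pairs was 0.157. A group of 85 probes for hair keratins and keratin-associated proteins stood apart, with a median log2 ratio of 2.09 in pair 1 and -0.30 in pair 2, and none of these was called changed.

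**Figure D1:**
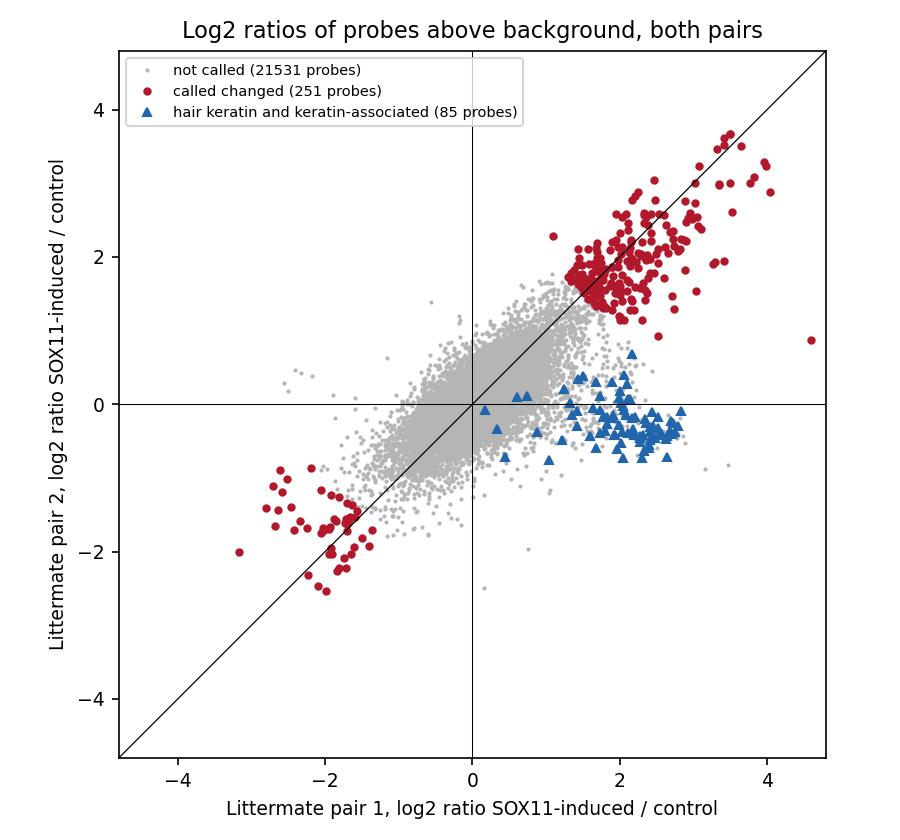
Log2 ratio of SOX11-induced over control epidermis for 21782 probes above background, with pair 1 on the horizontal and pair 2 on the vertical axis. Points mark single probes, the diagonal marks equal ratios, the 251 called probes lie along it at both ends, and the 85 hair keratin and keratin-associated probes lie to the right with pair 2 values near or below 0.

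Sex-linked genes were used to see whether the pups of a pair were of the same sex, as the methods of the study state. In pair 1, both probes of Xist, the RNA of the inactive X chromosome, were well above background in both channels, and no probe of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was. In pair 2, Ddx3y, Eif2s3y and 1 of the 2 Uty probes were above background in both channels, and Xist was not. The pairs therefore differed in these genes, while the littermates within each pair did not.

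Spike-in RNAs, which are added to each labelling in known ratios, were used to follow the direction and size of ratios. The scanner software gave a slope of observed on known log ratio of 0.912 on array 1 and 0.915 on array 2, with correlations of 0.99 and 0.989. Ratios thus ran in the direction of the dyes and were compressed slightly. The mean log2 ratios of the 10 spike-in probes differed between arrays by 0.171 at most.

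The induced gene was examined first. Probes for Sox11 lie on chromosome 12 at 28020087-28020146 and at 28019541-28019600. The probe at 28020087 had log2 ratios of -0.39 in pair 1 and -0.05 in pair 2 (adjusted p = 0.466, limma). The probe at 28019541 had log2 ratios of 0.10 and -0.35 (adjusted p = 0.719, limma). Neither channel was well above background for either probe on either array, so no fold change is given and these probes could not check the labels. The methods of the study describe a transgene with the open reading frame of Sox11, and whether the probes lie within it was not analysed here. Sox12, with a probe at 152220036-152220095 on chromosome 2, was also not well above background in either channel.

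The probes of Sox4 on chromosome 13 moved in opposite directions. The probe at 29044482-29044541 had log2 ratios of 3.49 and 3.67, a mean of 3.58 ± 0.129 (SD, n = 2, adjusted p = 2.28e-05, limma). The probe at 29040826-29040885 had a mean of -1.42 ± 0.0307 (adjusted p = 0.00113), and the probe at 29042856-29042915 a mean of -1.39 ± 0.298 (adjusted p = 0.00224). All 3 were above background in both channels on both arrays. The falls were past the adjusted p threshold but not past a log2 ratio of 1.5. The values in the lists below use the rising probe, which was the brightest. That probe may have captured RNA of the Sox11 transgene, which could not be tested. Its rise is therefore not read as a rise of Sox4 RNA.

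At the threshold of log2 1.5, 251 probes were called, of which 203 were higher and 48 lower in SOX11-induced epidermis (80.9% higher). These probes represented 178 genes that rose and 45 that fell, 223 in all, with no gene called both ways. All 251 probes were above background and had the same sign in both pairs, and their correlation between pairs was 0.944. At a linear threshold of 1.5-fold with the same adjusted p, 1614 probes rose and 754 fell, which corresponds to 1375 and 676 gene names, 4 of them in both groups. Among the scalings fixed in advance, median centring in place of loess raised the count at log2 1.5 most, with 794 probes higher and 9 lower, and it moved the median of probes above background to 0.492 and 0.573. Processed signals of the scanner software gave 0 calls with limma, where 936 probes were past log2 1.5 at an unadjusted p under 0.05.

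The largest rises and falls were read from the 171 risen and 43 fallen genes whose chosen probe met the naming rule. BC005764, which the reference table names Plppr3, had a mean log2 ratio of 3.62 ± 0.473 (adjusted p = 4.57e-05) at 79327527-79327586 on chromosome 10. Its other probe, at 79324476-79324535, was below background in both channels. Tubb2b, which encodes a tubulin, followed with 3.61 ± 0.535 (adjusted p = 5.69e-05) at 34219092-34219151 on chromosome 13. Its other probe, at 34219061-34219120, was also called higher. That probe overlaps the first, so it is not independent, and its control channel was not above background on either array. Cd1d1 rose by 3.59 ± 0.118 (adjusted p = 2.28e-05) at 86799791-86799850 on chromosome 3. The rising Sox4 probe was next. A probe for a long noncoding RNA on the reverse strand of chromosome 13 at 28947106-28947165, in the neighbourhood of Sox4, rose by 3.57 ± 0.0942 (adjusted p = 2.28e-05). Tes (3.51), Prom1 (3.46), Syt5 (3.45) and Slc29a4 (3.39) were next, and for Prom1, Syt5 and Slc29a4 the control channel was above background on 1 array alone. The tenth, a probe with no gene name at 143198391-143198450 on chromosome 5, overlapped the position of the Slc29a4 probe at 143198384-143198443 and rose by 3.25, so the pair is not independent.

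Among the falls, Ascl2 had a mean log2 ratio of -2.58 ± 0.824 (adjusted p = 0.000668) at 150152734-150152793 on chromosome 7. Wnt10a had -2.27 ± 0.055 (adjusted p = 0.000124) at 74850633-74850692 on chromosome 1. Art4 (-2.27), Tgfbi (-2.17), Cyp2f2 (-2.10), Guca2a (-2.06) and Megf6 (-2.05) followed, then an unnamed probe on chromosome 7 at 74573927-74573986 (-2.04), Dlk2 (-2.02) and Ehd2 (-1.99). Adjusted p-values of the 10 falls were between 0.000124 and 0.00362. Other probes of a gene did not always move as far. The other probe of Ehd2 had -0.86 and that of Dlk2 -1.36.

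**Figure D2:**
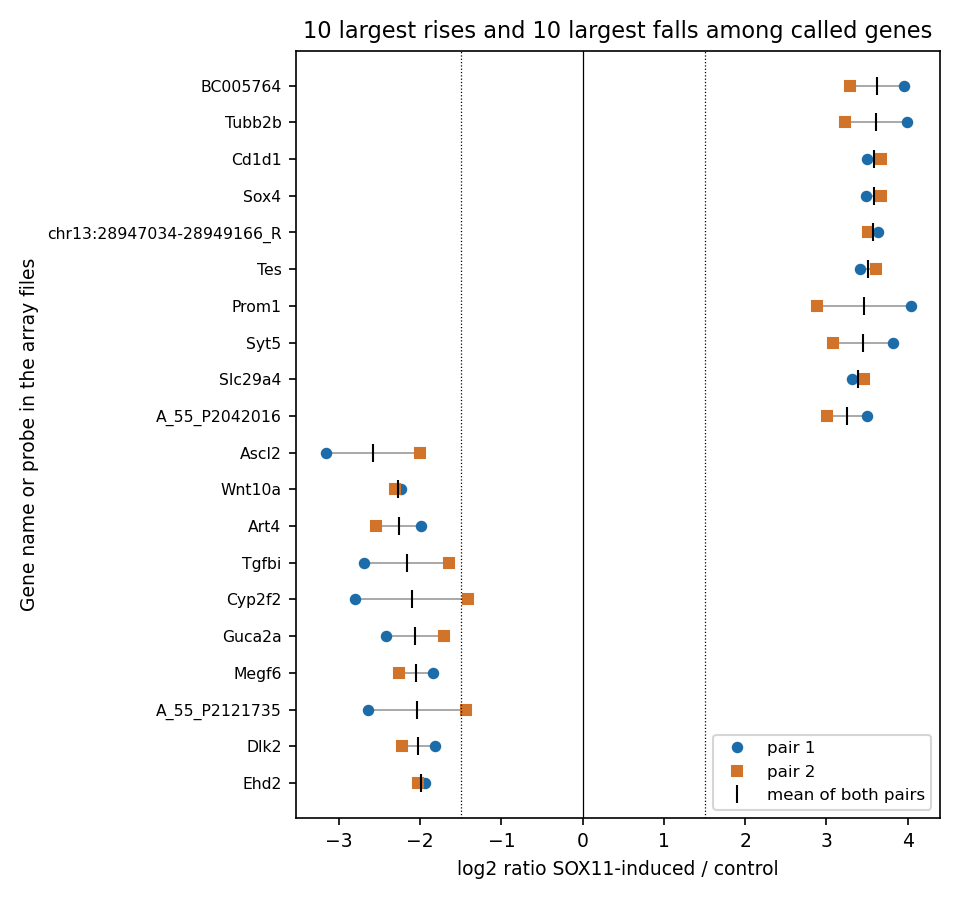
Log2 ratio of SOX11-induced over control epidermis for the 10 genes with the largest rise and the 10 with the largest fall, with circles for pair 1, squares for pair 2, a bar for their mean, and dotted lines at the threshold of 1.5 in each direction. Both pairs lie on the same side of 0 for all 20 genes, with means from 3.62 for BC005764 to -2.58 for Ascl2.

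Of 60 genes with several probes above background and at least 1 called probe, 7 had another probe that changed less than the linear threshold. Sox4 was the only one with another probe past 1 on the log2 scale in the opposite direction. Itga6, an integrin of the basal layer, had a probe at 71690633-71690692 on chromosome 2 with a mean of 3.38 and another at 71694756-71694815 with -0.01.

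Genes that the study discusses after SOX11 induction were then examined. The study stained skin for the proteins KRT1, LOR, FLG and KRT5 with Dox given from birth. It measured Dsg1a, Casp14, Tincr and Cdsn in cultured keratinocytes treated with calcium. The RNA values of epidermis at 12 h below differ in measure, time or cells, so they do not test those results. Krt1, a keratin of the differentiating layers, had log2 ratios of 0.36 and 0.89 (mean 0.62 ± 0.373, adjusted p = 0.0811) at 101676107-101676166 on chromosome 15. Lor (loricrin, a protein of the cornified envelope) had a mean of 0.50 ± 0.00551 (adjusted p = 0.0998). Filaggrin was identified by the probe description, and its 3 probes had means of -0.17, 0.14 and 0.49, none past the threshold. Krt5, a keratin of the basal layer, had means of -0.44 and -0.48 at its 2 probes (adjusted p = 0.167 and 0.133), and both turned positive under median centring. Dsg1a had -0.36, Casp14 0.02 and Cdsn 0.43, with adjusted p-values of 0.249, 0.953 and 0.153. Dsg1a also turned positive under median centring. Krt1 and Lor had 1.49 and 1.40 under median centring, with adjusted p-values under 0.05. The same held there for Cdsn (1.30), Casp14 (0.77) and the filaggrin probes (0.71, 1.00 and 1.36), but not for Krt5 or Dsg1a. With an offset of 50 the adjusted p-values of Krt1, Lor, both Krt5 probes and Cdsn were between 0.0178 and 0.0422. The RNA of Tincr was not analysed here, since no tested probe carried that name.

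Among genes listed here as embryonic markers, Tead2 rose at both of its probes, with means of 2.22 ± 0.422 (adjusted p = 0.000281) and 2.38 ± 0.342 (adjusted p = 0.000165) at 52488930-52488989 and 52488742-52488801 on chromosome 7. The study names Tead2 as an already known direct target of SOX4 and SOX11, so its rise need not mark an embryonic state. Its embryonic markers after induction were KRT18, TCF7L1 and TCF7L2, shown as proteins by staining. Krt18 had log2 ratios of 1.63 in pair 1 and -0.12 in pair 2, so that its mean of 0.75 was smaller than its SD of 1.24 (adjusted p = 0.228). Tcf7l1 was not well above background in the control channel on either array and was above it in the SOX11 channel on 1, and no fold is given. Tcf7l2 had means of 0.20 and 0.06 at probes above background, neither past the threshold, and a further probe lay below background.

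Genes that the study links to the cytoskeleton and to movement differed in their changes. Fscn1, which encodes the actin-bundling protein fascin, had log2 ratios of 3.26 and 1.91 (mean 2.59 ± 0.958, adjusted p = 0.00109) at 143734308-143734367 on chromosome 5. Fblim1 had a mean of 3.06 ± 0.651 (adjusted p = 0.000163) at 141132045-141132104 on chromosome 4. Tubb3, a tubulin of neurons, had 2.68 ± 1.03 (adjusted p = 0.00118) at 125945850-125945909 on chromosome 8. Etv4 (2.09), Pxdn (2.02), Evl (1.89), Arhgef2 (1.73) and Tmsb10 (1.60) were also called, and Vcan (1.48, adjusted p = 0.000965) was just short of log2 1.5. By contrast, Lgals1 (-0.04), Klhl22 (0.24), Serpinf1 (0.34) and Farp1 (0.70) were not past an adjusted p of 0.05, and Ror2 was not well above background in the control channel.

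Gene lists were used to ask whether groups of genes moved together. Median log2 ratios, adjusted p-values of camera over the 11 lists tested, and numbers of genes with an adjusted p under 0.05 were compared. The 25 genes that the study lists as directly activated had a median of 1.60 (camera adjusted p = 1.18e-13). Of these, 14 passed over all probes and 17 when adjusted over the list alone, and 13 were called. The study describes choosing this list from knockout, wound-edge and embryonic expression and from binding of SOX11 and SOX4, and does not name these arrays among those inputs. The 4 genes listed as directly repressed had a median of -0.01, from -0.67 for Slco3a1 to 0.59 for Chit1, with 0 past the threshold over all probes and 2 when adjusted over the list alone, and were too few for a test.

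The 43 measured genes of the cornified envelope, the protein shell of dead surface cells, had a median of 0.40 (camera adjusted p = 1.4e-07), with 9 genes past the threshold over all probes, 16 adjusted over the list alone and 0 called. They were higher in both pairs for 31 genes. The 25 genes of differentiation had a median of 0.16 (adjusted p = 0.0783), with 1 gene past the threshold, Krt77 with a fall of -0.81, and 5 adjusted over the list alone. The 7 embryonic markers had a median of 0.41 (adjusted p = 0.0407), but their median was 0.77 in pair 1 and 0.05 in pair 2, and 1 gene passed on either adjustment. That gene was Tead2, the known SOX11 target, and the list was not tested without it. The 13 basal keratinocyte genes had a median of -0.23 (adjusted p = 0.128), with 3 past the threshold over all probes and 4 adjusted over the list alone.

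The 18 cell cycle genes had a median of -0.41 (camera adjusted p = 3.17e-05). Of these, 13 were lower in both pairs, 3 passed over all probes and 10 when adjusted over the list alone. The 14 early response genes, which react within hours to handling or stress, had a median of 0.37 (adjusted p = 0.000184), with 3 past the threshold and 5 adjusted over the list alone. The 25 neuronal genes had a median of 0.17 (adjusted p = 0.0144), with 11 below background in both channels, 3 past the threshold and 6 adjusted over the list alone. Melanocyte genes (9 genes, median 0.22, adjusted p = 0.0728), immune genes (14 genes, median -0.24, adjusted p = 0.128) and dermal fibroblast genes (15 genes, median -0.07, adjusted p = 0.331) were not past the threshold. Of these, 0, 0 and 3 genes passed over all probes and 2, 1 and 6 when adjusted over the list alone. The 3 SOXC genes had a median of -0.19 and a mean of 1.06, of opposite sign, since the rising Sox4 probe was averaged with Sox11 and Sox12 below background, and 1 of the 3 passed on either adjustment.

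None of the camera calls held under fry, where the smallest adjusted p was 0.184, or under camera with an estimated correlation, where it was 0.563. With 2 arrays these tests have little power, and the estimated correlation was 1 for the embryonic and melanocyte lists, so the lack of calls does not show that the lists were unchanged. Under median centring the median of the cell cycle list was 0.05 while its test still pointed down (adjusted p = 0.688), and the basal and immune lists turned positive. The medians of the lists are therefore relative to the curve through all probes of an array.

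**Figure D3:**
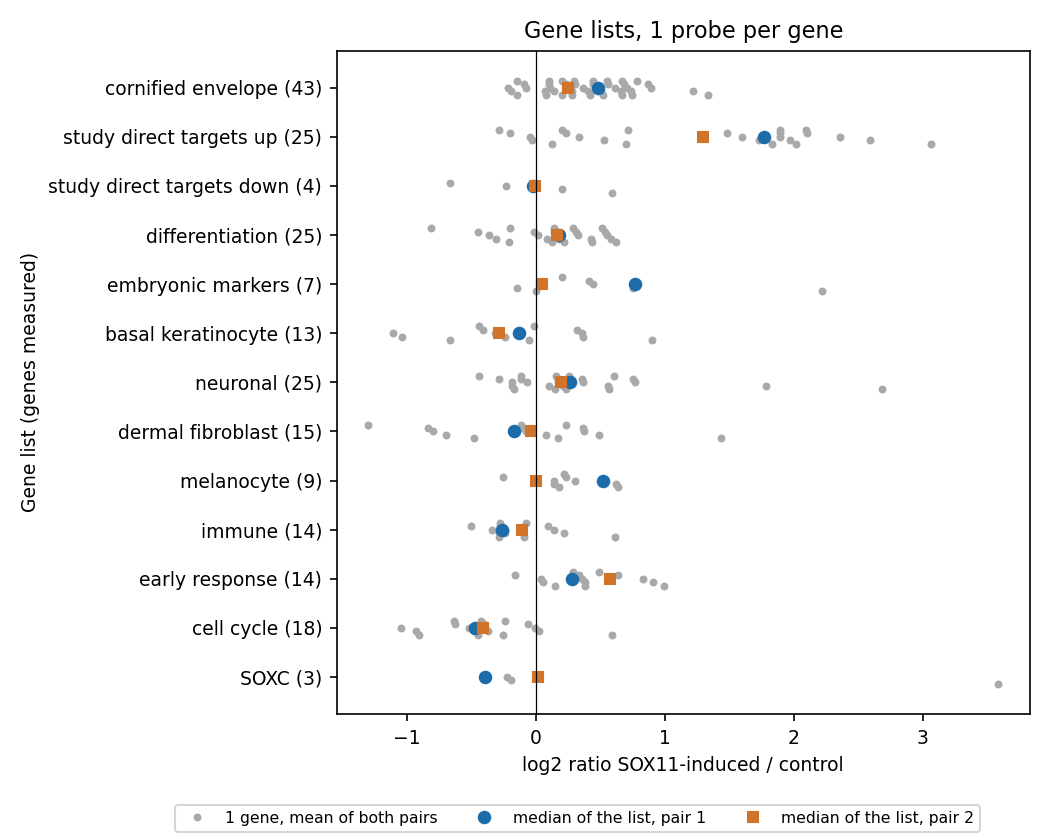
Log2 ratio of SOX11-induced over control epidermis for 13 gene lists, with grey points for single genes (mean of both pairs), circles for the list median in pair 1 and squares for that in pair 2. The directly activated genes of the study have medians of 1.77 and 1.30, the cell cycle genes -0.47 and -0.41, and the embryonic markers 0.77 and 0.05.

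Because Sox4 and a noncoding RNA in its neighbourhood were both among the largest rises, the probes beside Sox4 were listed by position. Between 28551903 and 28952998 on chromosome 13, a stretch of 401 kb that ends 87.8 kb from the nearest Sox4 probe, 20 reverse-strand probes under 9 names had a median log2 ratio of 1.67. Of these, 18 were positive in both pairs, 17 had an adjusted p under 0.05 and 11 were called. For 10 of the 20 the control channel was not well above background on either array, so the size of their rise, and with it the median, is uncertain. The ends of the stretch, and so its distance to Sox4, depend on the calls. Beyond them, uncalled reverse-strand probes at 28975127-28975186 (1.43 and 1.12), nearer Sox4, and at 28537224 (1.18) and 28537561 (0.93) had adjusted p-values under 0.05. Their control channel was at background, and the other reverse-strand probes listed before the stretch did not pass. The 6 forward-strand probes in the same stretch had a median of 0.11, from -0.19 to 0.27, and 1 of them was above background in the SOX11 channel on both arrays.

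**Figure D4:**
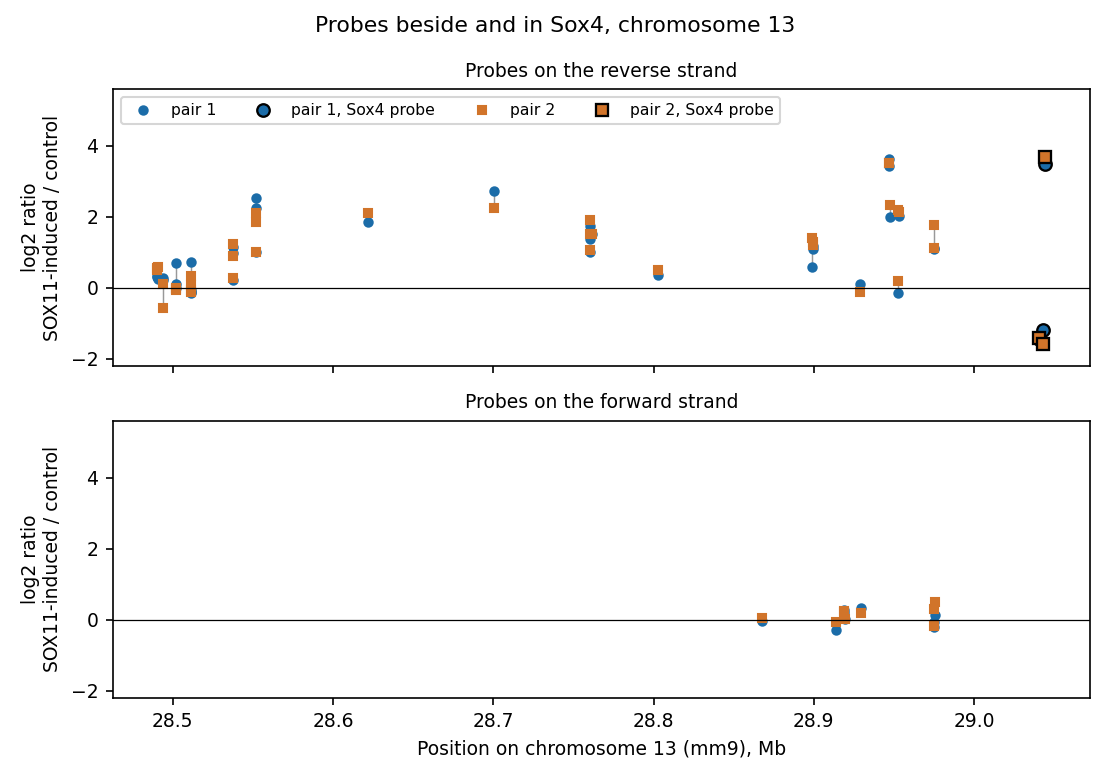
Log2 ratio of SOX11-induced over control epidermis for probes by position on chromosome 13 (mm9, in Mb), on the reverse strand (top) and the forward strand (bottom), with circles for pair 1, squares for pair 2 and black outlines for Sox4 probes. Reverse-strand probes between 28551903 and 28952998 have a median of 1.67, forward-strand probes 0.11, and the Sox4 probes lie at 3.58, -1.39 and -1.42.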

Values the study reported

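The study reported 1299 genes altered past a log2 fold change of 1.5 after SOX11 was induced, of which 854 rose and 445 fell. It further reported that 385 of the 854 risen genes were also higher in the epidermis at E13.5 and that 221 of the 445 fallen genes were also lower there. That second comparison needs other arrays, which were not analysed here.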

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

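The tests chosen only after the result was seen were spike-in scaling, base composition, median spot brightness, reference symbols, the series table with the linear threshold, and processed signals over probes above background. Each array compares a littermate pair, and every fit to the ratios uses this pairing. The separate-channel fit, which sets aside the ratio, called 200 probes up and 47 down, 247 of them among the 251 called.

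For counts at log2 1.5, 203 probes rose and 48 fell, for 178 and 45 genes. Counts were within 1.5 times under no background correction, Aquantile (which leaves ratios as they are), the series table, the dim filter, outlier flags kept, the trended prior, treat, and base composition, and for genes under 1 probe per gene and reference symbols. An offset of 50 left 31 probes and 29 genes lower, and 176 of its calls were among the 251. Median centring gave 794 probes higher and 9 lower (98.9% higher), for 689 and 9 genes, with 211 of the 251 called again. It moved the median of probes above background to 0.492 and 0.573 on the arrays, so part of this shift is in the centring itself. The linear threshold of 1.5-fold gave 1614 and 754 probes, for 1375 and 676 genes. The adjusted p alone gave the same 1614 and 754 probes, so this cutoff removed none. Spike-in scaling gave 9513 and 0 probes above background, for 7649 and 0 genes, since it shifts every ratio up. The series table with the linear threshold and reference symbols gave 860 genes higher and 461 lower. Processed signals gave 0 calls in either direction with limma, with 936 probes past log2 1.5 at an unadjusted p under 0.05 and a smallest adjusted p of 0.244. Over probes above background they also gave 0 and 0, with 749 such probes and a smallest adjusted p of 0.0612. The prior of those fits had 0.828 and 2.13 degrees of freedom, against 8.14 in the main values, so that the spread between the 2 arrays themselves carried more weight. Whether this caused the loss of calls was not tested. With 1 array left out and no test, 212 to 460 probes rose and 62 to 90 fell past log2 1.5, for 189 to 401 and 59 to 79 genes. The higher counts came from array 1 alone.

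The correlation across all probes was 0.529, and 0.62 with an offset of 50, 0.685 with the dim filter and 0.466 with processed signals. The cause of the last was not tested. The brighter Sox11 probe turned from -0.22 to 0.15 under processed signals, with both channels at background throughout. Its values with 1 array left out were -0.39 to -0.05, and those of the other probe -0.35 to 0.10.

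For gene lists, calls of the cornified envelope (0.40), directly activated genes (1.60), embryonic markers (0.41), neuronal (0.17), early response (0.37) and cell cycle (-0.41) lists were lost under fry (adjusted p 0.184 to 0.4) and under the estimated correlation (0.563 to 0.656), with medians as they were. With 2 arrays these tests have little power, and the estimated correlation was 1 for the embryonic and melanocyte lists, so this does not show that the lists were unchanged. The embryonic call was also lost under the dim filter (median 0.44, adjusted p 0.0513) and with all probes of a gene averaged (0.24, 0.086). The directly activated median was 1.01 (camera adjusted p 4.94e-13) with all probes averaged and 1.78 (4.07e-08) under the dim filter. The basal median was -0.05 (0.454) with all probes averaged, and the neuronal median was 0.56 (0.0241) under the dim filter. An offset of 50 brought the differentiation (0.18, adjusted p 0.0328) and melanocyte (0.20, 0.0345) lists past the threshold, as did median centring (0.85, 3.88e-07, and 0.79, 0.00313). Median centring lost the neuronal call (median 0.0865, adjusted p 0.332) and the cell cycle call (median 0.0546, adjusted p 0.688), and it reversed the basal list to 0.53 and the immune list to 0.37 (adjusted p 0.0325 for both). The directly repressed genes moved from -0.01 to 0.0171 with an offset of 50 and to 0.53 under median centring, and the SOXC median to 3.58 under the dim filter, which left Sox4 alone. Apart from the centring itself, the cause was not tested.

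With 1 array left out, list medians ran from 0.25 to 0.48 (cornified envelope), 1.30 to 1.77 (directly activated), -0.02 to -0.001 (directly repressed), 0.16 to 0.18 (differentiation), 0.05 to 0.77 (embryonic), -0.28 to -0.13 (basal), 0.20 to 0.26 (neuronal), -0.17 to -0.0349 (dermal), -0.0004 to 0.52 (melanocyte), -0.26 to -0.10 (immune), 0.29 to 0.58 (early response), -0.47 to -0.41 (cell cycle) and -0.39 to 0.02 (SOXC).

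With an offset of 50, all 43 named probes kept their direction and none gained or lost a call, but adjusted p-values of Krt1, Lor, both Krt5 probes and Cdsn came under 0.05 (0.0178 to 0.0422). Under median centring Krt1 and Lor had 1.49 and 1.40, with adjusted p-values of 0.000317 and 0.00019, still short of log2 1.5. Krt18 (1.32, adjusted p 0.00604), Cdsn (1.30, 0.000287), Casp14 (0.77, 0.00525) and 1 Tcf7l2 probe (0.68, 0.0093) also came under 0.05 there. So did the filaggrin probes (0.71 to 1.36, adjusted p 0.00052 to 0.0184). The probes of Sox11, Sox12, Krt5, Dsg1a and Tcf7l1 and the other Tcf7l2 probes did not. With 1 array left out, all 25 called probes among the 43 kept their direction. Of these, Cyp2f2 (-1.41) and the unnamed probe on chromosome 7 (-1.44) were not past log2 1.5 without array 1. Some called genes of the directly activated list were outside the 43. Without array 1, Etv4 (1.48), Pxdn (1.30) and Tmsb10 (1.19) were also short of log2 1.5, while Evl (1.75) and Arhgef2 (1.69) were past it. Probes not called changed sign on 1 of the arrays for Sox12, Krt18, Tcf7l1, Casp14 and 2 filaggrin probes. Median centring reversed the Krt5 probes (0.45 and 0.21), Dsg1a (0.31) and 1 filaggrin probe (0.71), and processed signals reversed Tcf7l1 (-0.0255), none of them called in the main values. All 25 called probes kept their direction and lost their call under processed signals, with adjusted p-values of 0.244 to 0.29, and 5 lost it under median centring. Signal over background limits what can be read, since 31589 of 55676 probes were not above it in either channel.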

Other observations

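The tests chosen only after the result was seen are those on the other Sox4 probes, read-through, the strands beside Sox4, base composition, probes below background, the spike-in intercept, the basal genes, the random placements of names and the difference between pairs in hair probes, and the hair, Itga6 and window patterns were themselves found in these data. The follicle-gene test was also chosen because of the hair pattern, though its genes were listed before their values were seen.

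The number of genes at log2 1.5 was 223, with 178 higher and 45 lower. These are lower than the values quoted from the study above. The series table with a linear threshold of 1.5-fold and reference symbols gave 860 genes higher and 461 lower, which is within 1.5 times of those values. A candidate explanation is that the study's counts used the linear threshold, for which the counts are similar. In the main values, however, the adjusted p alone gave the same 1614 and 754 probes as the linear threshold. Similar counts therefore do not separate a 1.5-fold threshold from no fold threshold. A legend of the study on these arrays words the threshold of its heat map as a fold change without a logarithm. The same legend gives a logarithm for its Venn diagrams, as does the text of the study. The identity of the study's genes was not compared, so this stays open.

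Probes for hair keratins and keratin-associated proteins separated the pairs. Of 85 such probes above background, all 85 had a positive log2 ratio in pair 1, with a median of 2.09, and 68 had a negative one in pair 2, with a median of -0.30. Under median centring the medians were 2.69 and 0.52, with 61 probes called, but probes above background as a whole then had medians of 0.492 and 0.573, so that the hair probes of pair 2 stayed close to the rest. The median difference between pairs was 2.35, with a lower quartile of 1.80, against a difference of 0.694 that a share of 0.05 of the other 21697 probes above background exceeded. These probes were chosen for this difference, so it describes the pattern and tests no explanation of it. More hair-follicle RNA in the SOX11 sample than in the control of pair 1 may be the source. A list of 11 hair-follicle genes that are not keratins, written before its values were seen, had 10 genes above background. Their median was 1.32 in pair 1 and -0.23 in pair 2, and all 10 were higher in pair 1, with S100a3 at 2.13, Vsig8 at 2.11 and Crym at 2.02. Several of these genes are also active in the epidermis, and the test does not separate a larger amount of follicle from a later stage of it. The sex-linked genes differed between the pairs but not between littermates, so sex by itself is shared by both channels of an array. A response to SOX11 that differs by sex stays open and was not tested, as does a response to SOX11 in 1 pair alone. Without the hair probes the correlation between pairs above background was 0.715 in place of 0.685, and the probes past log2 1.5 in pair 1 went from 459 to 388, against 209 in pair 2. Pair 1 also carried the rise of Krt18 and the higher medians of the embryonic (0.77) and melanocyte (0.52) lists. Whether these come from the same source was not tested.

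The opposite movement of the Sox4 probes was examined further. A rise of Sox4 RNA as a whole is argued against by the other probes, which had a mean log2 ratio of -1.41 and were below 0 in both pairs. A candidate explanation is that the rising probe captured RNA of the induced Sox11 transgene, whose protein shares a DNA-binding domain with SOX4, while endogenous Sox4 RNA fell. Likeness to other probes offered no test of this. The highest identity of any other probe to the rising one was 65% (over 40 bases, a Tpm2 probe), under the 75% fixed for the test. The rising probe lies farthest upstream of the Sox4 probes and reads without a stop as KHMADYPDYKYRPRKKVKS. It can thus lie in coding sequence, though the other Sox4 probes also have a frame without a stop. The Sox11 sequence was not used here, so a match to it was not checked. Capture of transgene RNA and a change in Sox4 transcript ends cannot be told apart from these probes. The Sox11 probes themselves stayed at background. The methods describe a transgene with the open reading frame, and whether these probes lie outside it was not tested.

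The reverse-strand noncoding RNAs beside Sox4 were compared with the rest of the genome. Of 10124 windows of 500000 bases, the highest mean log2 ratio, 1.41 over 22 probes, was at 28600001-29100000 on chromosome 13, and the highest away from Sox4 was on the forward strand of chromosome 1 at 139800001-140300000 with 0.95 over 20 probes, then windows of chromosome 16 from 88800001 that hold keratin-associated genes and follow the hair probes of pair 1. The stretch had been picked for its rises, so the scan was repeated without the 6 probes of Sox4 and of the noncoding RNA named above. The same window then had a mean of 1.31 over 16 probes, and 0 of 1000 random placements of names over the genome gave a window as high anywhere, with 1.15 as the highest, which argues against a chance run of risen probes. Some of the 9 names in it overlap in position and can stand for 1 transcript, which the placements treat as separate. Many of these probes have a control channel at background, so the size of the means is uncertain. Read-through transcription that follows the amount of Sox4 RNA is argued against by the Sox4 probe nearest to these RNAs, with -1.42. That probe cannot exclude a larger share of read-through while Sox4 RNA itself fell. A rise of both strands stays open. The forward-strand probes had a median of 0.11, but 1 of 6 was above background. Local regulation of this stretch by SOX11, or an effect of where a transgene was inserted, remains an untested hypothesis.

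Itga6 had a probe at 3.38 and another at -0.01 in the mean of both pairs. No explanation for this was tested.

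Movement in the same direction on both arrays can come from the dyes as well as from the genotype. A dye bias that follows probe base counts in a straight line, as the whole cause, is argued against by 233 of 251 called probes. These stayed called once this trend was removed. The trend explained 3.99% and 3.14% of the variance on the arrays, and a dependence on sequence of another form was not tested. A dye bias of single probes cannot be told apart from a change in genotype, since the dyes had the same orientation throughout. Probes below background had a correlation between arrays of 0.272, which noise alone could lower.

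Spike-in RNAs lay below the median gene on both arrays, with a mean intercept of -1.41 on the log2 scale (2.56-fold and 2.77-fold). More labelled RNA per spike-in in the SOX11 channel, or unequal amounts of spike-in, could give this, and they cannot be told apart with these arrays. Scaling to the spike-ins turned the counts to 9513 probes up and 0 down.

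The basal keratinocyte list had a negative median of -0.23 that was not past the threshold (adjusted p 0.128) and that turned to 0.53 under median centring. The ratios of the 13 genes did not move alike, from Col17a1 at -1.11 to Itgb1 at 0.90. Their SD across genes was 3.16 times the standard error between arrays. A dye bias of single probes is shared by both arrays and is not part of that error, and it can also spread genes. The ratio therefore does not decide whether the share of basal cells was lower. A change in part of these genes stays open.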
